A study of Homo sapiens with 3 samples. Its data were reported in "NOTCH1 reverses immune suppression in small cell lung cancer through reactivation of STING" (2025).

How the data were processed

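Cells of the human SCLC line COR-L88 were profiled by droplet-based single-cell RNA-seq with 5' chemistry after treatment with DMSO, TAS1440 or TAS1440 with a GSI, with 1 library per treatment. Per the study's methods and the submitters' processing notes, the authors made reads with bcl2fastq 2.20.0 and aligned and counted them with Cell Ranger 7.1.0, and STAR 2.7.2a is also named. The deposited matrix holds whole-number UMI counts per gene and barcode, not normalized, for the barcodes that the authors' cell calling kept. The study's methods name a human reference supplied by 10x Genomics for the single-cell reads, and its build is not given in the sources used here. The processing notes list hg19 and mm10 with no role, and the methods name hg19 for other assays. Gene positions were taken from a GRCh37 annotation matched by gene identifier, which placed 36230 of the 36601 genes listed (99.0%), and are not those used in counting. STING1 carries its older symbol TMEM173 in the file.

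Groups came from the treatment labels. The barcode lists of the 3 libraries were counted and compared, with chance overlap computed from the size of the barcode whitelist. The count matrices of the DMSO and TAS1440 with GSI libraries were not analysed here, so no gene level was compared between treatments. With 1 library per group and cells that are not replicates, no p-value, standard error or count of changed genes was computed. Sums of counts have exact Poisson 95% intervals, ratios have exact conditional (Clopper-Pearson) 95% intervals and shares of cells have exact binomial 95% intervals. All of them cover counting error only, and each interval treats the cells pooled into it as a single sample. Where a gene had 0 counts, the limit given is that of 3 counts.

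The study's methods name Cellenics with standard parameters and state no filter, so the filters used here were chosen for this work before the data were examined and can differ from those of the study. Barcodes with under 1000 UMIs (111), with a mitochondrial share above the median plus 3 median absolute deviations (scaled to match the SD of a normal distribution; 5.73%, 247 barcodes) or with a residual beyond 4 median absolute deviations from the line of detected genes on UMIs (62) were removed, 420 in all. The automatic threshold of Scrublet marked 0.0464% of the remaining 4309 barcodes, below the 0.5% under which it was taken not to have worked, so the 4% with the highest scores were to be removed instead. Ties at that score left 154 (3.57%) removed. The 4155 cells kept (87.9%) held 182605104 UMIs, with a median of 39829 UMIs (22059 at the 10th and 72718 at the 90th percentile), 7592 genes and a mitochondrial share of 2.41% per cell, against a median of 1716 UMIs and a share of 14.7% in the barcodes filtered out. For shares of cells with a UMI and for splits by a gene, each cell was thinned without replacement to 22000 UMIs, which left out 412 shallower cells and kept 3743.

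Gene levels are counts-per-million (CPM), computed here from counts summed over cells and divided by all counts of those cells. For clustering, counts were scaled to 10000 per cell and log-transformed, 290 genes (the 191 list and marker genes and the mitochondrial and ribosomal protein genes) were left out, and the 2000 most variable genes, 30 principal components, 15 neighbours, Leiden resolution 0.8 and seed 1 were used. The software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

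Clusters were named from fixed marker lists, but the scoring rule was set after the clusters were seen and changed 2 times. In its final form a class is met by at least 3 markers with at least 10 counts and at least 2-fold the level in all other cells, cycling-like is a state that can be added to another class, and a cluster that meets 2 other classes stays unnamed. An earlier form that took the single best class gave cluster 10 alone as neuroendocrine-like (97 cells), and another that took every class met also included cluster 11 (216 cells in all). The final form names clusters 10 and 13 (143 cells) and leaves out cluster 11 (73 cells, 1.76%), which met CHGA, CHGB and GRP as well as CD44, FN1, TAGLN and CAV1. INSM1 stood at 36.5 CPM in cluster 10, 83.3 CPM in cluster 13 and 9.18 CPM in cluster 11, and the APM list at 3560.3, 2062 and 4815 CPM.

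The comparisons, lists, markers and most alternatives were fixed before the data were examined. They were the level of each list in the TAS1440 library, the ratio between the clusters with the lowest and highest NE list level among clusters of at least 5% of cells, and the ratio between thinned cells with and without a UMI of NOTCH1, NOTCH2, REST or STING1. The comparison of the neuroendocrine-like clusters with all other cells was added after the clusters were seen. The 15 lists cover Notch receptors and targets, neuroendocrine genes, SCLC subtype factors, APM, MHC class II, the STING pathway, interferon-stimulated genes, EMT, epithelial genes, YAP and TAZ with targets, proliferation, stress and immediate early genes, the LSD1 complex, surface immune ligands and drug targets, and the MYC family. Some genes are in more than 1 list, such as DLL3. A list's members entered counts of higher and lower genes with at least 20 counts over both sets, and the gene that split the cells was left out of its lists. The median ratio of a list was placed among 10000 random lists of the same size drawn from 50 bins of mean expression. Their genes were drawn independently, whereas genes of 1 list may vary together, so the place is descriptive and gives no chance level.

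The rule for named genes took fixed anchor genes (NOTCH1, NOTCH2, REST, NEUROD1, YAP1, POU2F3, STING1, CGAS, HLA-B, HLA-C, B2M, AXL and VIM) and, per list, up to 3 further members with the highest CPM, 3 with the largest and 3 with the smallest ratio. Other list members named were chosen after their values were seen. Some genes of the fixed lists, and comparisons that rest on them, are not reported here. Interval coverage, clustering, thinning and list percentiles were tested on simulated data made for the comparison of neuroendocrine-like with other cells, with 15260 genes and 1140 cells. The 95% intervals held the true ratio for 96.1% of unchanged genes, for 98% of genes changed 2-fold or to 0.5, for 92% at 4-fold and for 94% at 0.25. The simulated counts were independent Poisson draws from 1 profile per group, which is what the intervals assume. This coverage therefore checks the computation and says nothing about spread between real cells. Alternatives changed the cell filter, doublet removal, clustering resolution, clustering genes, principal components, the way counts were averaged, thinning depth, seed and UMI threshold, and those added later are named with their values.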

Results

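Single-cell RNA-seq libraries were made from COR-L88, a human small cell lung cancer (SCLC) line of a neuroendocrine subtype, after 3 treatments with 1 library each. The treatments were the vehicle DMSO, TAS1440, a reversible inhibitor of the histone demethylase LSD1 (KDM1A), and TAS1440 with a gamma secretase inhibitor (GSI), which blocks the cleavage that activates Notch receptors. The lists of cell barcodes held 6179 barcodes for DMSO, 4729 for TAS1440 and 7419 for TAS1440 with GSI, which is 77.2%, 59.1% and 92.7% of the 8000 cells aimed for per library. With 1 library per treatment these numbers have no replicate check. Gene counts were analysed for the TAS1440 library, which held 196129040 unique molecular identifiers (UMIs), so every gene result below describes cells within that library and none compares treatments. The count matrices of the other libraries were not analysed here.

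Barcodes found in a pair of libraries were about as many as chance gives. DMSO and TAS1440 shared 34 barcodes (exact Poisson 95% interval 23.5 to 47.5, 39.6 by chance), DMSO and TAS1440 with GSI shared 64 (49.3 to 81.7, 62.2 by chance), and TAS1440 shared 48 with TAS1440 plus GSI (35.4 to 63.6, 47.6 by chance).

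The next question was which parts of the Notch, neuroendocrine and antigen presentation programmes were expressed under TAS1440. Antigen presentation genes were abundant in counts summed over the 4155 cells kept. B2M, the invariant chain of MHC class I, reached 3054 counts-per-million (CPM), HLA-C 1495 CPM and HLA-B 796 CPM (95% interval 792 to 800.1). The fixed list of 15 antigen presentation machinery (APM) genes summed to 7204 CPM (7192 to 7216), of which B2M made up 42.4%. MHC class II genes were close to absent, at 3.23 CPM for 8 genes. HLA-B and HLA-C are similar in sequence and some reads can match both, so the level of each is uncertain.

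Of the Notch genes, HES4 was highest at 111 CPM, followed by REST, a repressor of neuronal genes, at 58.7 CPM and NOTCH2 at 37.2 CPM. NOTCH1 was low, at 3.15 CPM (2.90 to 3.42), with a UMI in 6.17% of the 3743 cells thinned to 22000 UMIs each (exact binomial 95% interval 5.42% to 6.99%) against 51.9% for NOTCH2 and 69.7% for REST. Without thinning, at a median of 39829 UMIs per cell, these shares were 11.3% for NOTCH1, 70.8% for NOTCH2, 84.6% for REST and 34.4% for STING1. NOTCH2 shares sequence with its NOTCH2NL copies and its level is uncertain for that reason. STING1, the adaptor of cytosolic DNA sensing, stood at 11.8 CPM with a UMI in 20.3% of thinned cells (19.0% to 21.6%), and CGAS, the sensor before it, at 36.6 CPM. Of the genes that active STING induces, CXCL10 had 25 counts and IFNB1 had 2 counts in the whole library, with no other treatment to set them against. No cell type known to lack these genes was present, so the share of UMIs that free RNA adds was not measured for them.

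NEUROD1, a neuroendocrine factor, stood at 1.11 CPM. YAP1, typical of SCLC without neuroendocrine features, was higher at 53.6 CPM and POU2F3 stood at 2.60 CPM. The neuroendocrine (NE) list summed to 1711 CPM, but 92.3% of its counts came from UCHL1 (1579 CPM), while CHGA, a classical neuroendocrine marker, stood at 2.22 CPM. VIM, a mesenchymal filament, was abundant at 1529 CPM, whereas AXL was close to absent at 0.131 CPM. The list of 27 epithelial-mesenchymal transition (EMT) genes summed to 4822 CPM and the 8 epithelial genes to 3668 CPM. The other fixed lists summed to 295 CPM for Notch receptors and targets, 67.8 CPM for the subtype factors, 157 CPM for the STING pathway, 1329.7 CPM for interferon-stimulated genes, 543 CPM for YAP and TAZ with their targets, 1695 CPM for proliferation, 545 CPM for stress genes, 572 CPM for the LSD1 complex, 950.2 CPM for surface immune ligands and drug targets and 126 CPM for the MYC family. Of the markers of other cell types, the lymphoid genes CD3D, CD2, NKG7 and MS4A1 had 0 counts, which allows a UMI in up to 0.0801% of thinned cells, CD3E had 1 count and PTPRC 59 counts. The myeloid gene CD68 stood at 5.98 CPM, above NOTCH1, with LYZ at 24 counts, while the endothelial gene KDR had 200 counts and the fibroblast genes DCN and LUM had 192 and 67 counts. None of the clusters formed here had more than 1 gene of any of these 4 classes at 2-fold or more of its level in other cells, but a cluster of 73 cells, number 11, had PTPRC, CD68, KDR and LUM at that level, cluster 6 had CD68 and LUM, cluster 5 had LUM and clusters 3 and 4 had DCN.

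The cells fell into 14 clusters, formed without any gene of the fixed lists. Clusters 5 and 7 were cycling-like, with 471 and 382 cells. Cluster 10 (97 cells) was neuroendocrine-like by 3 of 8 markers, INSM1 and GRP among them. Cluster 13 (46 cells) was neuroendocrine-like by the same 3 markers and cycling-like. The other markers, CHGA, CHGB and SYP among them, did not meet the rule in either cluster. Of the 8 markers, 5 had at least 10 counts in cluster 10 and 4 in cluster 13. Together clusters 10 and 13 made up 143 cells, 3.44% of the library (2.91% to 4.04%). The other clusters stayed unnamed, among them cluster 11 (73 cells, 1.76%), which met both neuroendocrine-like and mesenchymal-like markers.

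**Figure D1:**
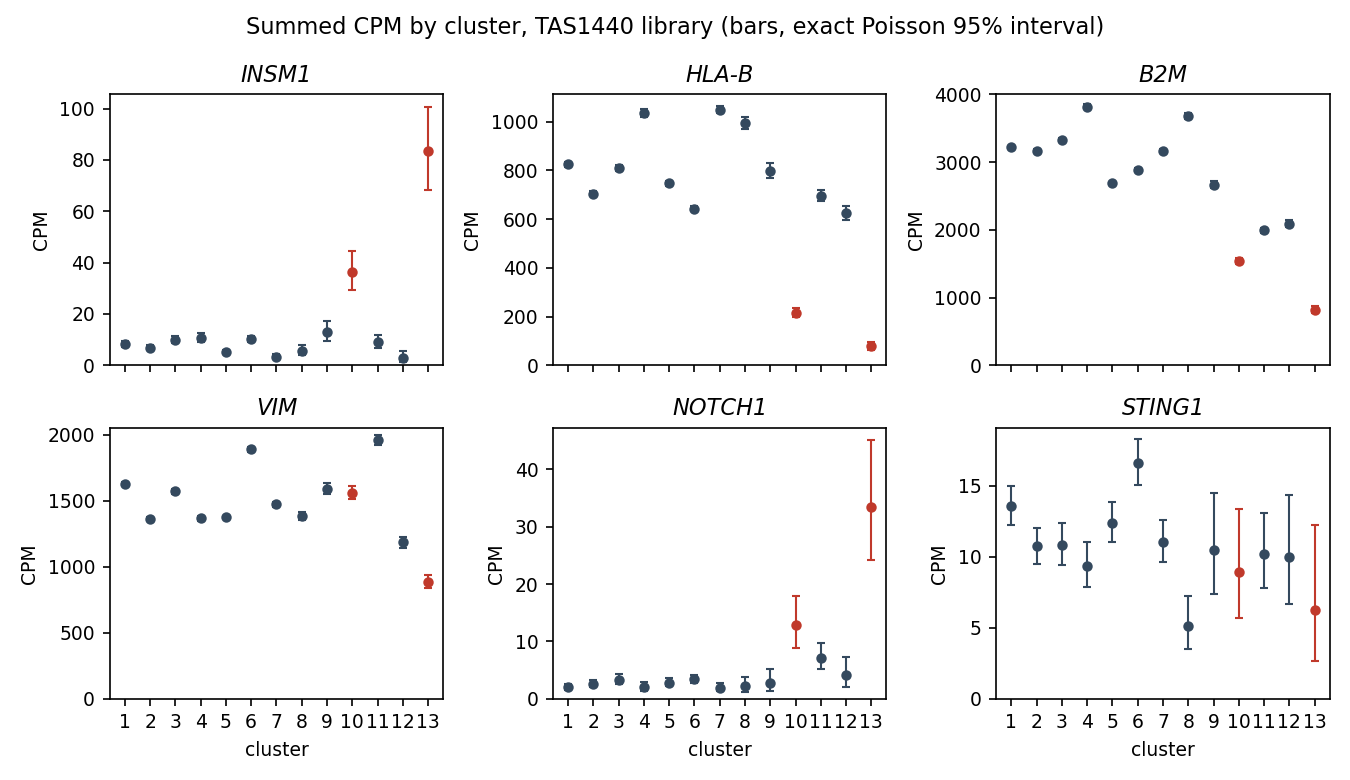
Counts-per-million of INSM1, HLA-B, B2M, VIM, NOTCH1 and STING1 in clusters 1 to 13 of the TAS1440 library, with exact Poisson 95% intervals; red marks the neuroendocrine-like clusters, and cluster 14 with 10 cells is not drawn. INSM1 reached 36.5 CPM in cluster 10 and 83.3 CPM in cluster 13, where HLA-B stood at 214 and 79.4 CPM.

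The neuroendocrine-like cells expressed far less antigen presentation RNA than the other cells and more NOTCH1. Low APM RNA was not particular to them. The APM list stood at 3560 CPM in cluster 10 and 2062 CPM in cluster 13. It stood at 2621 CPM in cluster 14 (10 cells), 4801 CPM in cluster 12 and 4815 CPM in cluster 11. The remaining clusters lay between 6314 and 9018 CPM. HLA-B stood at 169 CPM in these 143 cells against 809.6 CPM in the other 4012 cells, a ratio of 0.209 (95% interval 0.194 to 0.226), and B2M at a ratio of 0.420 (0.408 to 0.432). NOTCH1 stood at 19.7 against 2.80 CPM, 7.04-fold higher (5.46 to 8.98), while NOTCH2 differed by a ratio of 1.13 (0.962 to 1.32), within counting error. INSM1, a neuroendocrine factor that helped to name the clusters and so is selected, stood at 52.1 against 7.64 CPM, 6.82-fold higher (5.85 to 7.92). This comparison was chosen after the clusters were seen, the intervals cover counting error only, and cells of 1 library are not replicates.

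Across the APM list, 12 of 15 genes were at least 1.5-fold lower in the neuroendocrine-like cells, 0 were at least 1.5-fold higher, and the summed ratio was 0.420 (0.412 to 0.427). The median gene of the list lay at a ratio of 0.448, below all of 10000 random lists matched on expression, whose genes were drawn independently. HLA-C stood at a ratio of 0.461 and HLA-E at 0.367. PSMB9, a subunit of the immunoproteasome, stood at 0.386, and TAP1, which moves peptides into the endoplasmic reticulum, at 0.492. ERAP2, a peptide-trimming enzyme, at 0.894 (0.459 to 1.57), was within counting error. Interferon-stimulated genes were lower too, with 14 of 23 at least 1.5-fold lower and 1 of 23 at least 1.5-fold higher, and a summed ratio of 0.660 (0.638 to 0.682). Examples were IFITM3 at a ratio of 0.356, GBP1 at 0.376 and IFI6 at 0.531. STING1 stood at 0.674 (0.456 to 0.959) and CGAS at 1.33 (1.15 to 1.54), and the STING pathway list as a whole at 1.06 (0.980 to 1.15).

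Of 26 EMT genes, 18 were at least 1.5-fold lower in the neuroendocrine-like cells and 3 at least 1.5-fold higher. ANXA1 stood at a ratio of 0.113, IGFBP7 at 0.159 and TGFBI at 0.226, whereas VIM stood at 0.871 and the N-cadherin gene CDH2 was 1.82-fold and ZEB1 1.88-fold higher. All 8 genes of the YAP and TAZ list lay below 1, among them CCN1 at 0.389, ANKRD1 at 0.346 and YAP1 itself at 0.726. By cluster, the EMT list stood at 4000 CPM in cluster 10 and 2200 CPM in cluster 13, but also at 3533 CPM in cluster 12. The YAP and TAZ list stood at 291 and 184 CPM, against 300 CPM in cluster 4. The Notch list stood at 423 and 297 CPM, against 552 CPM in cluster 11. Of the Notch list, HEY1 was 2.44-fold, HES1 1.88-fold and REST 1.35-fold higher, and NOTCH3 stood at a ratio of 0.513. Of the neuroendocrine genes that did not name the clusters, SCG2 was 12.4-fold, NCAM1 3.21-fold, DLL3 1.70-fold and UCHL1 1.26-fold higher, but SYP stood at a ratio of 0.172 on 1 count in these cells. MYCL was 4.17-fold higher (3.95 to 4.41) and MYC at a ratio of 0.351 (0.255 to 0.470). CD47, a ligand that restrains macrophages, stood at 0.297 (0.274 to 0.323) and KDM1A, the target of TAS1440, at 1.59 (1.44 to 1.75).

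Summed ratios of the remaining lists in the neuroendocrine-like over the other cells were 1.30 for Notch receptors and targets, 1.57 for the NE list, 0.865 for epithelial genes, 1.09 for proliferation, 1.08 for stress genes, 1.18 for the LSD1 complex, 0.423 for surface ligands and drug targets, and 3.11 for the MYC family. The NE list holds markers that named the clusters, so its ratio is in part selected, and most of its counts in the library were UCHL1. The MHC class II list stood at 0.316 (0.0859 to 0.814) on 4 counts in the neuroendocrine-like cells. The size of the gap differed between the clusters, with an APM ratio of 0.488 (0.478 to 0.498) in cluster 10 and 0.283 (0.272 to 0.294) in cluster 13, and a proliferation ratio of 0.750 in cluster 10 and 1.77 in cluster 13. Median depth was 24219 UMIs in the neuroendocrine-like cells against 40378 in the others, and the median mitochondrial share was 2.78% against 2.39%.

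For orientation, NOTCH1 (ENSG00000148400) lies on chromosome 9 from 139388885 to 139440500, HLA-B (ENSG00000234745) on chromosome 6 from 31321649 to 31334844, B2M (ENSG00000166710) on chromosome 15 from 45003556 to 45011049, and STING1 (ENSG00000184584, listed as TMEM173) on chromosome 5 from 138855118 to 138862520. These are whole-gene spans on GRCh37, and they are not those used in counting, whose build is not given in the sources used here. NOTCH1 lies in a 5 Mb window of chromosome 9 (135937368 to 140937367). In both neuroendocrine-like clusters this window held the most leading genes, those with the highest ratios to other cells. They were 4 of 50 in cluster 10 and 5 of 50 in cluster 13. The 2 fullest windows together held 7 and 9, reached by 19 and 0 of 1000 random gene sets. The second window lay on chromosome 19 in cluster 10 (3 genes) and on chromosome 6 in cluster 13 (4 genes). The chromosome 6 window overlapped the fullest windows of clusters 5 (20 genes) and 8 (6 genes), whose leading genes include histone genes. The random sets therefore do not rate the chromosome 9 window alone. Cluster 2 also had 5 leading genes in 1 window, on chromosome 7. These windows were examined after the clusters were seen. Whether NOTCH1 RNA rose with the chromosome 9 window was not tested.

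The comparison set before the data were examined asked whether antigen presentation, EMT, STING1 and NOTCH1 differ between the large cluster with the least and the large cluster with the most neuroendocrine RNA. These were cluster 2 (NE-low, 619 cells, NE list 1483 CPM) and cluster 4 (NE-high, 488 cells, 1910 CPM). The NE-low cluster had less APM RNA, at a ratio of 0.814 (0.808 to 0.819), and more EMT RNA, at 1.25 (1.24 to 1.26). STING1 stood at a ratio of 1.15 (0.935 to 1.42) and NOTCH1 at 1.27 (0.824 to 2.01), both within counting error for this pair of clusters. Other pairs gave other calls, with STING1 at 0.815 (0.699 to 0.949) at clustering resolution 0.4, STING1 at 0.665 (0.562 to 0.785) and NOTCH1 at 0.578 (0.386 to 0.854) when clusters were ranked without UCHL1, and NOTCH1 at 0.124 (0.0594 to 0.239) with clusters down to 1% of cells. The pair was ranked by the NE list, so its NE ratio of 0.776 is selected, and most of that list's counts are UCHL1 (ratio 0.774). NEUROD1 went the other way, with 32 against 5 counts (3.61-fold, 1.40 to 11.9). Of the markers of other cell types, DCN had 13 against 31 counts in this pair (ratio 0.237, 0.114 to 0.466) and CD68 had 120 against 29 counts (2.34-fold, 1.55 to 3.64).

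Among the APM genes, HLA-B stood at a ratio of 0.681 (0.666 to 0.696) and TAPBP, which helps to load peptides, at 0.679 (0.636 to 0.724), with B2M at 0.830 and HLA-C at 0.857. Of 15 APM genes 13 lay below 1, and 1, HLA-F, was at least 1.5-fold lower, at 0.521 (0.217 to 1.24) and so within counting error. Of 21 interferon-stimulated genes 7 were at least 1.5-fold lower and 2 at least 1.5-fold higher, with a summed ratio of 0.842 (0.828 to 0.856). IRF1 stood at 0.655 and OAS1 at 6.96. Of 23 EMT genes, 13 were at least 1.5-fold higher in the NE-low cluster, led by CAV1 at 9.41-fold (4.17 to 26.3) and ANXA1 at 8.79-fold (7.51 to 10.3), while COL1A2 stood at 0.174 and VIM at 0.995 (0.978 to 1.01). The list of YAP and TAZ targets was 2.37-fold higher, with ANKRD1 at 5.97-fold, CCN2 at 5.90-fold and CCN1 at 3.23-fold, although YAP1 itself stood at 0.933. Epithelial genes were 1.46-fold higher, carried by the keratins KRT8 at 2.67-fold, KRT18 at 2.44-fold and KRT19 at 2.39-fold.

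NOTCH2 was 1.37-fold (1.23 to 1.54), its ligand gene JAG1 2.07-fold and REST 1.11-fold higher in the NE-low cluster. DDIT3, a gene of the unfolded protein response, stood at 0.349. Summed ratios of the other lists were 1.03 for Notch receptors and targets, 0.259 for MHC class II, 0.914 for the STING pathway, 0.832 for proliferation, 1.11 for stress genes, 1.01 for the LSD1 complex, 1.32 for surface ligands and drug targets and 0.941 for the MYC family. The APM and EMT directions turned in some of the 9 alternatives run, APM in 2 and EMT in 1. Ranked without UCHL1, the pair became other clusters and the APM ratio was 1.27 and the EMT ratio 0.773, and with clusters down to 1% of cells the APM ratio was 2.33 while EMT stayed above 1 at 1.61.

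The study placed NOTCH1 upstream of antigen presentation, and the third comparison asked whether cells with a NOTCH1 UMI differ from cells without one within this library. The study varied active NOTCH1, by overexpressing its intracellular domain, by knockout in mouse cells and with a GSI. A NOTCH1 UMI counts receptor RNA and not cleaved NOTCH1, so this split does not test that claim. The study also divided neuroendocrine-enriched tumors of patients by their NOTCH1 RNA. It reported more AXL, STING1 and MHC class I RNA in the tumors high in NOTCH1. For MHC class I this direction was opposite to that of the APM ratio found here. Tumors of patients and single cells of a treated line are unlike samples, so neither result checks the other. The 231 thinned cells with a NOTCH1 UMI had less APM RNA than the 3512 cells without, at a ratio of 0.878 (0.869 to 0.888), with HLA-B at 0.865 (0.836 to 0.894) and B2M at 0.885. INSM1 was 2.39-fold higher (1.91 to 2.96), NEUROD1 3.04-fold (1.58 to 5.45) and MYCL 1.69-fold (1.57 to 1.82). Some markers of other cell types moved with this split, with KDR at 3.29-fold (1.79 to 5.70), LUM at 3.80-fold (1.27 to 9.54), PTPRC at 3.62-fold (1.07 to 9.86) and the mesenchymal gene TAGLN at 2.21-fold (1.46 to 3.26), while CD68 stood at 1.05 (0.691 to 1.55) and DCN had 0 against 94 counts. STING1 stood at 0.982 (0.736 to 1.29), CGAS at 1.22, NOTCH2 at 1.15, REST at 1.11 and VIM at 0.979. A cell without a NOTCH1 UMI can still express NOTCH1 at this depth, so the groups overlap.

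Of the APM list, 14 of 15 genes lay below 1 in the cells with a NOTCH1 UMI. PSMB9 stood at 0.766, and the median ratio of 0.869 was below all of 10000 matched random lists of independently drawn genes. The NE list stood at 1.03 (1.01 to 1.05) and at 1.76 (1.65 to 1.87) without UCHL1, interferon-stimulated genes at 0.887, EMT at 0.959, epithelial genes at 1.08 and the MYC family at 1.497. Of the other lists, those reported lay between 0.948 for surface ligands and drug targets and 1.10 for the STING pathway, apart from MHC class II at 0.612 (0.313 to 1.09). Part of this gap went with the neuroendocrine-like cells, 29.3% of which held a NOTCH1 UMI (19.7% to 40.4%, 82 thinned cells) against 5.65% of the others (4.93% to 6.45%, 3661 cells). With those clusters left out, the APM ratio was 0.933 (0.923 to 0.944), the EMT ratio 1.01 (0.995 to 1.02) and the NE ratio turned to 0.966, while the NE list without UCHL1 fell from 1.76 to 1.17 (1.08 to 1.27) and stayed above 1. Within clusters the APM ratio was 0.962. At 2 or more NOTCH1 UMIs, which only 21 cells had, the APM ratio was 0.529. That setting was not run with the neuroendocrine-like clusters left out, so its value does not tell cell mixture from NOTCH1 RNA.

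Cells split by NOTCH2, REST or STING1 differed little in APM RNA. The APM ratio was 0.987 (0.982 to 0.992) for 1942 cells with a NOTCH2 UMI over 1801 without, 0.967 (0.962 to 0.972) for REST (2608 over 1135 cells) and 1.02 (1.01 to 1.02) for STING1 (760 over 2983 cells).

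Against the 1711 cells with neither a NOTCH1 nor a NOTCH2 UMI, the APM ratio was 0.993 (0.988 to 0.998) in the 1801 cells with NOTCH2 alone, 0.911 (0.896 to 0.927) in the 90 cells with NOTCH1 alone and 0.852 (0.840 to 0.865) in the 141 cells with both. Without the neuroendocrine-like clusters, the ratios to the remaining 1682 cells with neither UMI were 0.993 (0.988 to 0.998) in 1772 cells, 0.993 (0.976 to 1.01) in 79 cells and 0.891 (0.878 to 0.904) in 128 cells.

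**Figure D2:**
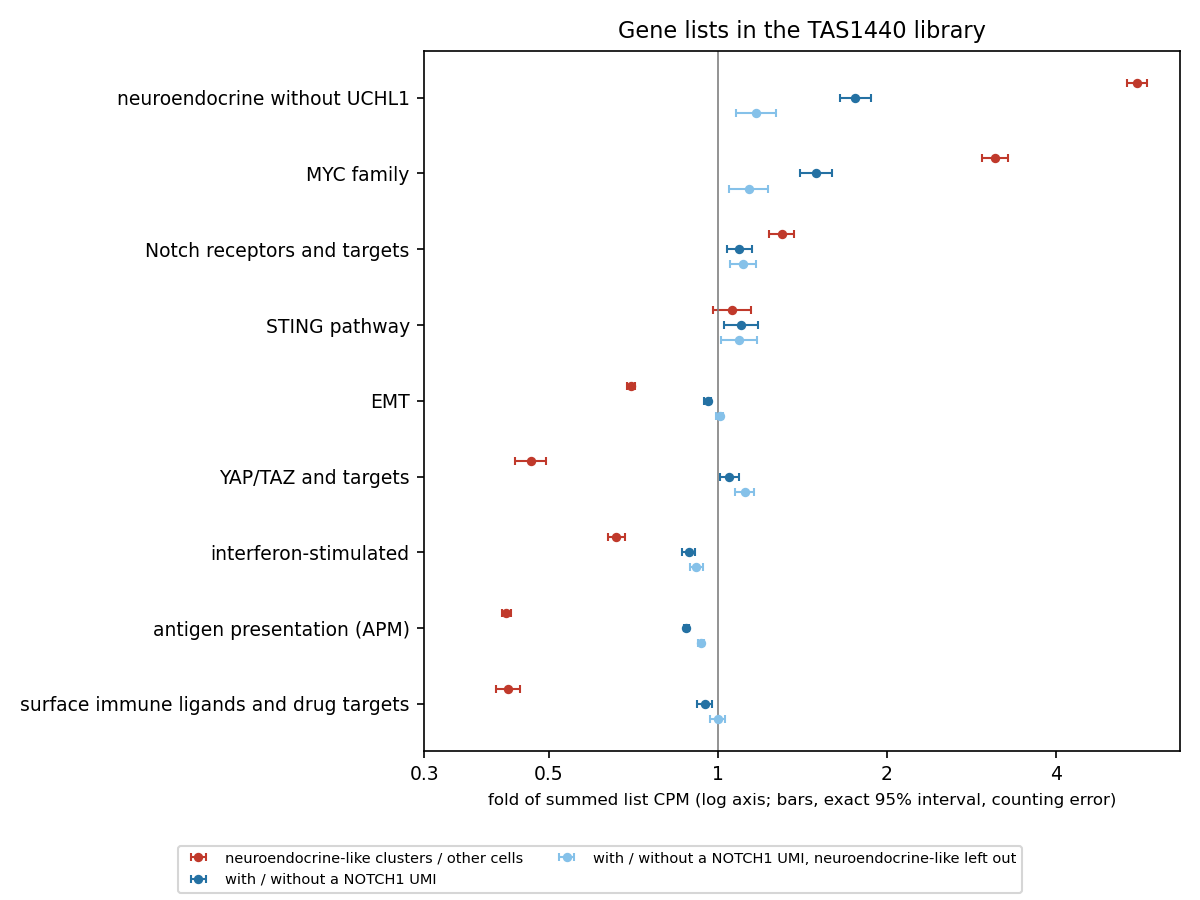
Ratios of summed counts-per-million (log axis) for 9 gene lists in 3 comparisons within the TAS1440 library, with 95% intervals that cover counting error only. The APM list lies below 1 in the neuroendocrine-like over other cells (0.420) and in cells with over without a NOTCH1 UMI (0.878, or 0.933 without the neuroendocrine-like clusters).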

Values the study reported

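The study treated COR-L88 cells with TAS1440 for 7 days as a short-term and for 28 days as a long-term exposure. Its supplement places the single-cell panel of COR-L88 among the 28 days treatments. By the study's account, APM transcription was strongly raised with long-term Notch activation, in bulk and in single-cell RNA-seq. That compares treatments, which was not done here. The study reported a modest gain of surface MHC class I after 7 days, which a GSI did not change. After 28 days it reported strong MHC class I and EMT changes with higher STING. With a GSI added over that time, EMT was induced in part and the gain of MHC class I was modest. For long-term treatment it also reported more secreted CXCL10 protein with TAS1440 than with TAS1440 plus GSI. The CXCL10 counts given here are RNA of the TAS1440 library alone and cannot be set against that.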

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

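The settings with clusters down to 1% of cells, without UCHL1 in the NE list and without the neuroendocrine-like clusters or the cells with UMIs of KCNAB2, CHD5, RPL22 and ICMT were chosen after the data were seen. No paired analysis was possible because the 3 treatments share replicate number 1 only, a number given in accession order. The filter left 4155 TAS1440 barcodes. The APM level was 7153 CPM with all barcodes, 7190.3 CPM with doublets kept and 8461 CPM without mitochondrial and ribosomal protein genes. For the NE-low over the NE-high cluster, the APM and EMT ratios were 0.856 and 1.16 with all barcodes, 0.933 and 1.15 at resolution 0.4, 0.919 and 1.15 at resolution 1.2, 0.826 and 1.23 with list genes in the clustering, 0.847 and 1.23 with 15 principal components, and 0.837 and 1.23 as means over cells. With doublets kept the EMT ratio was 1.19. The STING1 ratio was 0.879 with all barcodes and 0.815 at resolution 0.4, where its interval lay below 1. With clusters down to 1% of cells, which set cluster 12 (58 cells) over cluster 13 (46 cells), the APM ratio reversed to 2.33, EMT was 1.61, STING1 1.61 and NOTCH1 0.124. Ranked without UCHL1, which set cluster 7 over cluster 6, the APM ratio reversed to 1.27 and the EMT ratio to 0.773, with STING1 at 0.665 and NOTCH1 at 0.578, and the intervals of these and of NOTCH1 at 0.124 lay below 1 too. These settings pair other clusters, and beyond that the cause was not tested. For cells with over without a NOTCH1 UMI, the APM and NE ratios were 0.893 and 1.06 with all barcodes, 0.820 and 1.12 at a depth of 11000 UMIs, and 0.529 and 1.35 at 2 or more UMIs. The APM ratio was 0.962 within clusters and 0.933 without the neuroendocrine-like clusters, where the NE ratio reversed to 0.990 and 0.966, the cause of which was not tested. Without UCHL1 the NE ratio was 1.76, and 1.17 with the neuroendocrine-like clusters left out as well. The APM ratio for NOTCH1 lay below 1 in all 9 alternatives run, and the other values stayed within the counting interval of the reported ones. At 22000 UMIs per cell, NOTCH1 at 3.15 CPM can be missed in cells that express it, which limits every split by that gene.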

Other observations

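All tests in this part were chosen after the result was seen, except the test within clusters of a cell mixture behind the NOTCH1 split and the tests of another line for the neuroendocrine-like clusters and of copy gain for cluster 11.

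Some genes outside the fixed lists differed widely between the neuroendocrine-like and the other cells. TFF3, a trefoil peptide of mucus, stood at 853 CPM against 34.9 CPM in the other cells (24.4-fold, 23.4 to 25.5), and the chemokine gene CXCL14 at 484 against 31.8 CPM (15.3-fold, 14.5 to 16.1). PCP4, a calmodulin-binding protein gene, was 437-fold higher (303 to 651), and the mucin gene MUC4 27.4-fold. LFNG, whose product modifies Notch receptors with sugars, stood at 102 against 7.78 CPM (13.2-fold, 11.7 to 14.7). F3, the gene of tissue factor, stood at a ratio of 0.143, the EGFR ligand gene AREG at 0.150 and S100A2 at 0.169. These genes took part in the clustering and were named after their values were seen.

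Between the NE-low and the NE-high cluster, LBH was 13.9-fold, S100A11 7.29-fold, F3 6.75-fold and the receptor gene MET 4.41-fold higher in the NE-low cluster. PSAT1, an enzyme of serine synthesis, stood at a ratio of 0.316 (0.304 to 0.329), the tryptophan tRNA ligase gene WARS at 0.215, NUPR1 at 0.165 and LAMP3 at 0.0945. These genes also took part in the clustering.

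For the low HLA RNA of the neuroendocrine-like clusters, doublets would raise depth, but the median UMIs were 0.600 of those in other cells. HLA-B and HLA-C together stood at 0.349 (0.338 to 0.361) of their level in other cells within the same 10 bins of UMIs per cell. This argues against low depth, in a test that replaced thinning, which cannot move a ratio of CPM. Their level was lower in every bin, but the gap was smallest in the deepest (45002 to 67297 UMIs), at 1346 against 2311 CPM. A line that carries the RPL22 segment described below is argued against by an RPL22 level 0.0131 (0.00563 to 0.0259) of that in cluster 11. The HLA-B that remained in cluster 13, at a ratio of 0.0981 (0.07998 to 0.119), was not told from free RNA, for which no floor was measured. Damage stays open at a mitochondrial share 1.16-fold higher, since the bound first set against it, under 2-fold, was nearly fixed by the filter on that share and was lowered to 1 after the ratio was seen, and so does another line without that segment. No biological explanation was tested, because the DMSO matrix was not analysed here.

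The lower APM RNA of cells with a NOTCH1 UMI may come in part from mixing neuroendocrine-like and other cells. Within clusters, 30.1% of the pooled log ratio was left, with an APM ratio of 0.962. By the rule set beforehand, which used this share alone, the mixture would have been taken to make up most of the gap. With the neuroendocrine-like clusters left out, 53.2% (44.6% to 61.9%) was left, at a ratio of 0.933. This second share was added to the rule after it was seen. Whether that mixture makes up most of the gap therefore stays open. With those clusters left out, cells with UMIs of both NOTCH1 and NOTCH2 stood at 0.891 (0.878 to 0.904) of cells with neither, and the 79 cells with NOTCH1 alone at 0.993 (0.976 to 1.01), within counting error. Whether NOTCH1 RNA goes with antigen presentation inside a state stays open too.

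Cluster 11 (73 cells), led by NPPB, TMEM52B and OLR1, had a median of 86682 UMIs and 10632 genes per cell and a mitochondrial share of 0.561%. KCNAB2, CHD5, RPL22 and ICMT, neighbours on chromosome 1 (GRCh37, 6050987 to 6296032), were near 0 in the summed counts of the clusters other than 11 and 12. RPL22, a ribosomal protein gene, stood at 158 CPM in cluster 11, at 39.0 CPM in cluster 12 and at 1.38 CPM in those others, and ICMT at 26.4 CPM, 2.42 CPM and 0.0115 CPM. The flanking genes NPHP4 (18.5 against 8.30 CPM) and ACOT7 (60.0 against 21.0 CPM) were present in both. At least 3 UMIs of these 4 genes, chosen after their values were seen, were found in 69 of 73 cells of cluster 11, in 6 of 58 cells of cluster 12, in 0 of 143 neuroendocrine-like cells and in 78 of 4155 cells overall (1.88%).

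Doublets of cluster 11 with the other cells are argued against by 6 abundant genes with a ratio, upper interval bound included, below 0.2, among them MAGEC2 (5.10 against 104 CPM) and AKR1C1. The bound was first set at 10 genes and lowered to 3 after the count was seen, because a doublet allows no such gene, and at the first bound the test would have left doublets open. A concentration of its leading genes on few chromosome segments stays undecided, with 8 of 50 in the 2 fullest windows of 5 Mb against a median of 4 in 1000 random sets, to which the bound was lowered after the count was seen from their highest, 8, reached by 2 sets, under which it would have been argued against, and so does copy gain of these windows at a median ratio of 1.49, between the bounds of 1.2 and 1.5. Cells of another line that kept the segment may explain cluster 11, but the highest RPL22 ratio of another cluster was 0.246, in cluster 12, over the bound of 0.2 set against this. That bound assumed unmixed clusters, whereas in cluster 12 the 6 cells had at least 14 UMIs of the 4 genes and the other 52 had 0, so this explanation and a subclone that kept the segment both stay open, under a reading made after the value was seen.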
